# Angiogenic Transformation in Human Brain Micro Endothelial Cells: Whole Genome DNA Methylation and Transcriptomic Analysis

**DOI:** 10.3389/fphys.2019.01502

**Published:** 2019-12-11

**Authors:** Dipali Goyal, Ravi Goyal

**Keywords:** epigenetic, vasculogenesis, arteriogenesis, RNA-seq, angiogenic differentiation

## Abstract

We tested the hypothesis that endothelial capillary tube formation in 3D cultures in basement membrane extract (BME) is secondary to the altered DNA promoter methylation and mRNA expression in human brain micro endothelial cells (HBMECs). We conducted a whole-genome transcriptomic and methylation microarray and CRISPR/Cas9-mediated gene knockdown to test our hypothesis. The data demonstrated that with angiogenic transformation 1318 and 1490 genes were significantly (*p* < 0.05) upregulated and downregulated, respectively. We compared our gene expression data with the published databases on GEO and found several genes in common. PTGS2, SELE, ID2, HSPA6, DLX2, HEY2, FOSB, SMAD6, SMAD7, and SMAD9 showed a very high level of expression during capillary tube formation. Among downregulated gene were ITGB4, TNNT1, PRSS35, TXNIP, IGFBP5. The most affected canonical pathways were ATM signaling and cell cycle G2/M DNA damage checkpoint regulation. The top upstream regulators of angiogenic transformation were identified to be VEGF, TP53, HGF, ESR1, and CDKN1A. We compared the changes in gene expression with the change in gene methylation and found hypomethylation of the CpG sites was associated with upregulation of 515 genes and hypermethylation was associated with the downregulation of 31 genes. Furthermore, the silencing of FOSB, FZD7, HEY2, HSPA6, NR4A3, SELE, PTGS2, SMAD6, SMAD7, and SMAD9 significantly inhibited angiogenic transformation as well as cell migration of HBMECs. We conclude that the angiogenic transformation is associated with altered DNA methylation and gene expression changes.

## Introduction

Cerebral angiogenesis is an essential mechanism for restoring cerebral perfusion under various physiological and pathological conditions. For instance, autopsy studies have demonstrated that increased angiogenesis in the ischemic brain region following stroke correlated with increased patient survival (Krupiński et al., 1993). In fact, the major cause of disability following stroke is caused by the lack of the angiogenic response (Basnyat, 2005; Mozaffarian et al., 2015). Moreover, as we grow old the angiogenic potential decreases. However, little is known about the molecular identities of the pathways involved in cerebral angiogenesis. Thus, a complete understanding of angiogenic pathways is critical for the development of new pharmacologic tools and strategies for the management of conditions with dysregulated cerebral perfusion.

Previous studies have analyzed gene expression changes as a consequence of *in vitro* capillary tube formation in human umbilical vein endothelial cells (HUVEC). However, to our knowledge, there were no such studies conducted on endothelial cells obtained from the adult human brain. Of importance, the biological characteristics of different vascular beds are significantly different (Blitzer et al., 1996). For instance, under hypoxic conditions, pulmonary bed demonstrate significant vasoconstriction (Wang et al., 2012; Grimmer and Kuebler, 2017), whereas cerebral circulation demonstrates significant vasodilation (Blitzer et al., 1996). Thus, we conducted the present study on human brain microendothelial cells. Additionally, we provide a comparative analysis of the changes in gene expression in HUVEC versus human brain micro endothelial cell (HBMEC).

There are various “models” to study angiogenesis such as *in vitro* basement membrane extract (BME) 3-dimensional culture model, *in vitro* aortic ring assay, *in vivo* BME plug assay in a mouse, chick chorioallantoic membrane assay, corneal neovascularization assay, and so forth (Auerbach et al., 2003). To elucidate the pathways involved in angiogenesis, we decided to examine the gene expression changes in HBMECs with angiogenic transformation in 3-D cultures in BME. This is regarded as one of the most specific tests and is reasonably close to the *in vivo* situations (Madri et al., 1988). Moreover, 3D culture with BME has been demonstrated to induce capillary formation with a proper lumen by electron microscopy studies (Connolly et al., 2002).

One of the major epigenetic mechanism by which gene expression is regulated is by alteration in the methylation of cytosine nucleotides in the gene promoter regions. Cytosine methylation alters the DNA hydrophobic characteristics and inhibits the binding of transcription activators or suppressors. Chiefly, promoter DNA methylation is associated with reduced transcription, and an increase in DNA methylation in the gene body is associated with increased transcription (Yang et al., 2014). The increase in transcription is achieved by inhibiting the binding of transcription activators, or by increased binding of methyl-CPG proteins with repressive chromatin remodeling activities. Because of the requirement for coordinated transcriptional changes during angiogenesis, there is a significant alteration in DNA methylation/demethylation during this process. However, the role of DNA methylation and the resulting transcriptional control of gene expression during angiogenesis are not completely known. The present study is an attempt to elucidate some of the mechanistic events involved during this complicated process.

## Materials and Methods

We conducted the experiments on human primary brain microendothelial cells obtained from the Cell Systems Repository of Applied Cell Biology Research Institute (Kirkland, WA, United States). We performed the experiments cells at passage 8. We confirmed and characterized the cells as described previously (Mata-Greenwood et al., 2017). Briefly, we confirmed cell morphology of endothelial cells (cobblestone appearance), presence of CD31 antigen by immunohistochemistry (IHC) (Tachezy et al., 2010) and FITC conjugated Ulex europaeus I lectin antigen (Holthöfer et al., 1982). These antigens are specific for endothelial cells.

### Capillary Tube-Formation Assay

Human brain micro endothelial cells were plated on growth factor reduced basal matrix extract (Corning^TM^ Basal matrix extract^TM^ Membrane Matrix GFR, Cat # CB-40230, Fisher Scientific, Hampton, NH, United States). Tube formation was complete by 16–24 h.

### Cell Migration by Scratch Assay

Cell migration was examined by conducting scratch assay using standard published protocol (Liang et al., 2007). Briefly, 6-well plates were coated with 2% gelatin and then 100,000 HBMECs were plated per well. One microliter/ml of Hoechst 33342 was added to each well for easy cell monitoring. After 24 h the cells were observed for confluency and using a p20 pipet tip a scratch was created to remove the cells from middle of the well. Media was changed to remove the dislodged cells and then images were taken every 6 h using Evos Fluorescence microscope (Thermo Fisher Scientific, Carlsbad, CA, United States). Image analysis was conducted using ImageJ software (Rueden et al., 2017).

### Genome-Wide Transcriptomic Analysis

The microarray was conducted on the biological replicates of six for each group after 24 h of plating of HBMEC cells on Basal matrix extract. We have described these methods in our previous publications (Goyal et al., 2010, 2013; Goyal and Longo, 2012, 2014). Briefly, microarrays for human gene expression analysis were obtained from Agilent Technologies (Santa Clara, CA, United States). The Array ID was GE 8 × 60K V2 and design ID was 039494. Microarray hybridization and scanning were conducted by utilizing commercial services from GenUs Biosystems (Northbrook, IL, United States). Trizol method was used to isolate RNA. RNA purity was assessed by measuring the absorbance at OD260/280, and the RNA with value between 1.8 and 2.0 were included in the study. The RNA quality and fragmentation were examined using an Agilent Bioanalyzer (Supplementary Figure S1). cRNA was prepared using standard techniques as described previously (Goyal et al., 2010, 2013; Goyal and Longo, 2012, 2014). Agilent Bioanalyzer was used to determine the quantity and quality of the labeled cRNA. Before hybridization, 1 μg of purified cRNA was fragmented to a uniform size and then applied to the microarray chips. Microarray chips baked for 17 h at 65°C in a shaking incubator. Following hybridization, the chips were washed at 37°C for 1 min. The chips were dried and then scanned at 5 μm resolution with an G2565 Microarray Scanner from Agilent Technologies. Scanned images from the arrays were processed to conduct gridding and intensity extraction by Feature Extraction software from Agilent. The data obtained was further analyzed by using GeneSpring GX v7.3.1 software (Agilent Technologies). Supplementary Figure S2 demonstrates the probes with intensity above background in at least four replicates (21,221–21,938 probes). Cluster Tree Analysis was conducted to examine the successful clustering of samples based on the sample type (control versus capillary tube formation). This was examined by plotting the fold-change value of differentially expressed genes (>twofold, *p*-value < 0.05), which were normalized to the median expression across the 8 samples (Supplementary Figure S3). The raw data have been deposited at Gene Expression Omnibus (GSE140880).

Gene network, functional pathways, and canonical pathways represented by the differentially expressed genes were analyzed by Ingenuity Pathway Analysis Program (IPA; Ingenuity Systems, Redwood City, CA, United States). An increase (activation) or a decrease (inactivation) in downstream biological activities occurring in the tissues being studied were also analyzed by IPA. Fisher’s Exact Test was used to determine significance (*p*−values < 0.01). A score (*z*−score) was assigned by the IPA software based on literature-derived prediction of “activation” or “inhibition.” The details of the statistics are provided on the IPA website.

### Genome-Wide Methylation Analysis

We have described this method in our previous publication (Mata-Greenwood et al., 2017). Briefly, we isolated the DNA using a chloroform-based extraction method, which was then processed using the EZ DNA Methylation Kit D5008 (Zymo Research, Orange, CA, United States) following the kit’s protocol. Whole-genome methylation analysis was conducted using an Infinium Human Methylation 450K Bead Chip Array from Illumina using the manufacturer’s instruction. Illumina Bead Array Reader was used to image the array and the images were processed to extract intensity data. On the Illumina chip, at each spot, two specific oligomers represent a CpG site. One represents unmethylated DNA (U) and the other represent methylated DNA (M). Intensity values of the M and U alleles, which are differentially colored then represent the fraction of methylated versus unmethylated DNA. This is calculated using the formula ß = [M/(M + U + 100)]. The obtained ß-values were continuous variables between 0 (absent methylation) and 1 (completely methylated) representing the fraction of combined locus intensity. Cluster analysis was conducted by examining hierarchical clustering and principal component analysis.

### Clustered Regularly Interspaced Short Palindromic Repeats Type II System (CRISPR/Cas9)-Mediated Gene Editing

Gene silencing experiments were conducted using CRISPR/Cas9 technology as described by us previously (Mata-Greenwood et al., 2017). We generated lentivirus using third-generation packaging plasmids to conduct gene knockdown experiments. We chose these 11 genes based on the changes in DNA methylation and mRNA expression with the angiogenic transformation of HBMECs for functional validation. The sequences of gRNA used to target the 11 genes and the primers to validate successful upregulation with tube formation and knockdown following CRISPR/Cas9-mediated targeting are provided in Supplementary Table S1. To confirm the successful knockdown of the genes, we conducted quantitative real-time PCR. Primer 3 software was used to design primers and the primers were synthesized by Integrated DNA Technologies (Coralville, CA). cDNA was prepared by using 1 μg total RNA (per reaction) using QuantiTect Reverse Transcriptase Kit (Qiagen, Valencia, CA, United States). Relative gene expression was normalized to the housekeeping gene 18S RNA, and ΔΔCt method was used to determine fold-changes as described previously (Ramakers et al., 2003). Samples were analyzed on the Bio-Rad IQ5 machine.

### Statistics

For all the experiments “*n*” was six in each group. Intensity values obtained from the microarray were normalized to the 75th percentile intensity of each array. Genes were than pre-filtered for four or more samples above background in at least one condition (control or tube formation). Following filtration, the differentially expressed genes were identified by twofold change and Welch *T*-test *p*-values < 0.05. Student’s *T*-test was used to determine the statistical significance of the real-time PCR data. Statistical program “R” was used for hierarchical clustering and principal component analysis.

## Results

### Quality Check

Supplementary Figure S1 demonstrates the gel picture obtained from Agilent Bioanalyzer. As shown in the figure, the 28S and 18S ribosomal bands are visible indicating high quality. The RNA integrity number of all the samples were >8. To further examine the successful clustering of control versus capillary tube formation samples, differentially expressed genes (>twofold, *p*-value < 0.05) were normalized to the median expression across the 12 samples, and Scatter Plot Analysis was conducted. 

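Human brain micro endothelial cells (HBMECs) are primary endothelial cells of the small vessels of the brain, and basal matrix extract is a gel of basement membrane proteins on which they line up into capillary tubes. RNA of 6 control cultures and of 6 cultures plated for 24 h on the extract was hybridized to 12 one-colour Agilent arrays, 1 per culture. The authors deposited the intensity of every spot from their Feature Extraction software, corrected for background and not normalized between arrays. Each array held 58717 non-control spots for 50599 probes, and no spot was saturated. The 75th percentile of the intensities lay between 103 and 221 on the control arrays (median 156) and between 90.0 and 141 on the tube formation arrays (median 100.0). From these files, spots marked as outliers by the software were left out, the spots of a probe were averaged, and the log2 intensity was set relative to the 75th percentile of the array, the scaling that the paper names. The 21195 probes well above background on 4 or more arrays of at least 1 group were tested with limma, where the paper used Welch's test without adjustment. A probe was called at a fold change of 2 or more together with a Benjamini-Hochberg adjusted p under 0.05. Probes with a RefSeq mRNA accession stood for 12265 protein-coding genes, each represented by its brightest probe in counts of genes. For the genes of the paper's tables, the probe listed in Table S2 was used where its line was at hand. All 6 control arrays lay on 1 slide and all 6 tube formation arrays on another, so slide and group cannot be told apart. The number of arrays limits the precision of each value.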

Supplementary Figure S2 demonstrates the Scatter Plot Analysis of the probes which demonstrated intensity above background in six replicates following tube formation. 

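Of the 50599 probes, 16947 were well above background on all 6 tube formation arrays and 18334 on all 6 control arrays. On 4 or more arrays of the group, the numbers were 18587 for tube formation and 20850 for control. Single arrays had between 18467 and 22031 such probes after tube formation (median 18898.5) and between 19908 and 22763 in control (median 21554.5).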

To further examine the differential gene expression in the two groups, the heat map of hierarchical clustering was plotted. As shown in Supplementary Figure S3, there was a significant difference in the gene expression in the two groups examined. Similarly, to demonstrate the successful clustering of samples (control versus capillary tube formation) based on differentially methylated CpG (|β| ≥ ±0.15 and *p*-value < 0.05, *n* = 6 in each group, heat map of hierarchical clustering (Supplementary Figure S4) and principal component analysis (Supplementary Figure S5) was conducted. 

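Over all probes past the background filter, with no gene chosen by its change, the mean distance between arrays of different groups (1 minus Pearson's r) was 3.42 times the mean distance between arrays of the same group. None of the 462 ways to split the 12 arrays into 6 and 6 gave a larger ratio (exact permutation test, one-sided, p = 0.00216, the smallest p that 6 arrays against 6 allow). Correlations across probes lay between 0.894 and 0.949 for arrays of different groups and between 0.980 and 0.987 within tube formation. Within control they reached from 0.935 to 0.994, where the values of 0.935 to 0.970 belonged to control replicate 1 and the other 5 controls correlated at 0.980 or more. Without the background filter the ratio was 1.75, and without control replicate 1 it was 4.37.

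**Figure D1:**
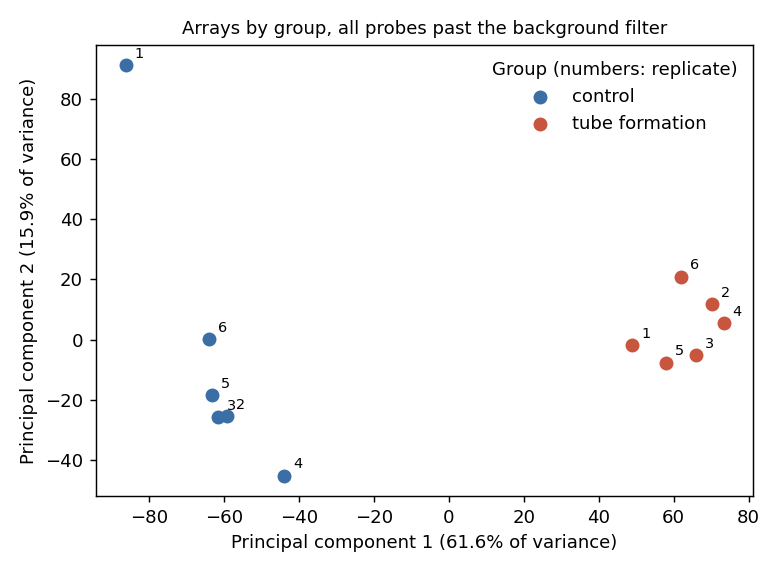
Principal components 1 (61.6% of the variance) and 2 (15.9%) of the normalized log2 intensities, with 1 point per array, numbered by replicate. Control arrays lie between -86.3 and -43.9 on component 1 and tube formation arrays between 48.9 and 73.3, and control replicate 1 lies alone at 91.2 on component 2.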

Overall, the results demonstrate the quality checks were successful for the experiments conducted.

### Genes Altered With Capillary Tube Formation

Basal matrix extract-induced transformation of HBMEC cells (Figure 1) was associated with significantly altered expression of 2828 protein-coding genes. Of these, 1318 genes were significantly upregulated (>twofold; *p* < 0.05) and 1490 genes were significantly downregulated (<twofold; *p* < 0.05). 

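With limma, 2144 of the 12265 protein-coding genes tested were called, 1109 higher and 1035 lower after tube formation. No overlap between the 6 control and the 6 tube formation arrays was found for 4428 of all 12265 genes, where chance alone gives such a gap in 0.216% of genes. Among these were 1031 of the genes called higher and 876 of those called lower. The methods' t-test at the paper's threshold gave 1098 genes higher and 1029 lower, and after Benjamini-Hochberg adjustment 1077 and 1002. When a gene was called wherever any of its probes was called and none in the other direction, 1255 were higher and 1352 lower. The scaling between arrays moved the split between the directions most. Scaled to the median of each array, 606 genes were higher and 1815 lower. That median is over all 50599 probes, of which at most 22763 were well above background on an array, so it is set at a dim signal. Scaled to the spike-in controls, a choice made after seeing the data, 1826 were higher and 653 lower. The log2 spike-in signal relative to the 75th percentile lay between 3.22 and 4.27 in control and between 2.88 and 3.84 after tube formation. These ranges overlap, so the shift behind the spike-in counts does not stand apart from the spread between arrays. Among the called genes that were well above background on all 12 arrays and did not overlap between the groups, SELE, PTGS2, HEY1, ATOH8 and SMAD7 had the largest rises. ATOH8 rose from a normalized intensity of 0.416 ± 0.100 (SD, n = 6) to 19.3 ± 2.09 (SD, n = 6), a log2 fold change of 5.56 (standard error 0.14, limma adjusted p = 3.09e-11). The largest falls were those of ITGB4, TXNIP, EPHA4, FBXO2 and NOXA1. ITGB4, an integrin subunit, had an intensity of 16.7 ± 6.15 (SD, n = 6) in control and 0.600 ± 0.0504 (SD, n = 6) after tube formation, a log2 fold change of -4.74 (standard error 0.18, limma adjusted p = 8.80e-10), with control replicate 1 apart from the other controls. The log2 fold change was -4.23 for TXNIP, -3.22 for EPHA4, -3.16 for NOXA1 and -3.16 for FBXO2, whose control replicate 1 also lay apart. From the genes past its threshold, the paper states that the transformation of HBMECs was associated with altered expression in both directions.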

A complete list of the upregulated and downregulated genes is provided in the Supplementary Table S2. We compared our HBMEC gene expression data with another microarray study on HUVEC cells tube formation on basal matrix extract (25 h exposure). We observed 39 genes were commonly upregulated and 19 genes were down-regulated (Supplementary Table S3) in both the studies.

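On the HBMEC side of this comparison, 34 of the 39 genes listed as higher in Table S3 were called higher, and 37 of the 38 with a probe past the background filter had a log2 fold change above 0. Their median was 1.78, or 1.68 with the gene that was not well above background in control at its lower bound, which sets tube formation against the dimmest signal well above background on each control array. Of the 19 genes listed as lower, 11 were called lower and 13 had a log2 fold change below 0, with a median of -1.05. The lines of Table S2 at hand hold only rises, so all 19 were read at their brightest probe. Many of the 39 were read at the paper's own probe, so the counts of the 19 and the 39 are not on an equal footing. Adjusted over the list alone, 34 and 11 were called; the list was chosen on these samples, so this is not independent evidence. The brightest probe was higher after tube formation for SMTN (log2 fold change 0.77), PARP1 (0.75) and TLK2 (0.72), although they are listed as lower. Of the 8 genes listed as lower and not called, PLAU, CFLAR, THBS1 and PARP1 were called lower at another probe. With probes well above background on all 12 arrays, 7 of the 19 were called lower. The arrays of HUVEC cells were not analysed here.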

**FIGURE 1:**
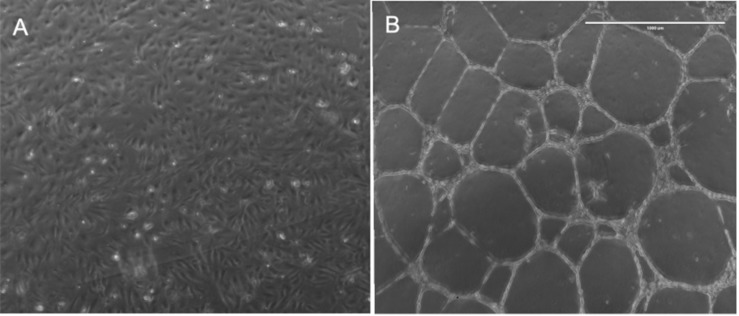
Demonstrates capillary tube transformation of HBMECs following plating on basal matrix extract (BME). Panel **(A)** demonstrates HBMECs 24 h after plating in a well of six-well plate without BME and panel **(B)** demonstrate HBMECs 24 h after plating in a well with BME.

### HBMEC Capillary-Tube Formation and Whole-Genome DNA Methylation Analysis

HBMEC tube formation was associated with significant alteration in genome-wide methylation levels. We used the 450K DNA methylation array (Infinium Human Methylation 450 Bead Chip, Illumina Inc., San Diego, CA, United States), which includes a total of 485,764 cytosine sites of the human genome. These cytosine positions include 482,421 CpG sites (99.3%) and 3343 (0.7%) of CNG sites (where *N* is any other nucleotide). Of 482,421 CpG sites examined in the present study, 25,184 showed a significant difference (*p* < 0.05, *n* = 6 in each group) in methylation levels between the control and tube formation group (Supplementary Table S4). Of these 25,184 sites, 8999 CpG were associated with the genes with altered expression. Of these, 4186 CpG sites were in the promoter (Supplementary Table S5). We examined the methylation status of the CpG into north shore, north shelve, island, south shore, south shelve, and open sea (body). CpG Islands were the regions with at least 200 bp with a high frequency of CG dinucleotides (Antequera and Bird, 1993; Saxonov et al., 2006). North shore and south shore were defined as 2 kb regions upstream and downstream of CpG islands, respectively (Irizarry et al., 2009). Whereas, the north and south shelves were 2 kb regions upstream to north shore or downstream to the south shore, respectively (Sandoval et al., 2011). The results demonstrated that north shore had 1494, the north shelf had 427, the islands had 2388, south shore had 1221, the south shelf had 360, and gene body had 3108 CpG sites with altered methylation with tube formation. Moreover, the highest percent of CpGs were altered in the shore region (Table 1).

**TABLE 1:** Number of CpG altered in different gene regions.

**CpG classification**	**Present on Illumina chip**	**Altered with tube formation**	**% CpG altered**
Island	150254	2388	1.6
Shore	112072	2715	2.4
Shelf	47161	787	1.7
Open Sea	176277	3108	1.8

### Correlation of Altered DNA Methylation With Changes in mRNA Expression

We correlated the changes in methylation with the expression value of the corresponding genes. A total of 546 genes were associated with significant changes in the methylation levels. Hypomethylation of the CpG sites was associated with upregulation of 515 genes and hypermethylation of the CpG sites was associated with the downregulation of 31 genes (Supplementary Table S6). However, 243 genes had differentially methylated regions (DMR) in the gene body. Of these 243 CpG sites, 52 were in the first exon of the gene. 

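For the expression side of this statement, 535 of the genes of Table S6 were at hand, 507 listed as higher and 28 as lower. With limma, 444 of the 507 were called higher, and 486 of the 495 with a probe past the background filter had a log2 fold change above 0. Their median was 1.44, or 1.42 with the 25 genes that had only a bound set to it. The lowest value was that of ELK4 at -1.24, which was not called. DLX2 was not well above background on any control array and was at least 38.5-fold higher. The lines of Table S2 at hand hold only rises, so genes listed as lower were read at their brightest probe. Of the 28 listed as lower, 16 were called lower, and 21 of the 22 with a value were below 0. Their median was -1.17, or -1.10 with 4 genes at their bound, and TXNIP had the largest fall among them. Under median scaling 282 of the 507 were called higher. With probes well above background on all 12 arrays, 5 of the 28 were called lower. The methylation side was not analysed here.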

The remaining 43 CpG were in 3′UTR, 66 CpG were in 5′UTR, 148 CpGs were within 1500 bp upstream of TSS, and 46 CpG with DMR were within 200 bp of TSS. On examining the CpG sites based on north shore, north shelve, island, south shore, south shelve, and open sea (body), we observed 171 CpG were in islands, 26 were in north shelves, 100 were in north shores, 20 were in south shelves, 68 were in south shore, 229 were in open sea (Supplementary Table S6). We also conducted pathway analysis on the genes with both altered mRNA expression and DNA methylation. The major pathways which were altered were cellular response to stress, cellular metabolism pathways, programed cell death pathway, signaling by receptor tyrosine kinase, nuclear receptors, and G-protein coupled receptors.

### Major Pathways Affected by HBMEC Tube Formation

We determined important canonical pathway activated following HBMEC tube formation was VDR/RXR activation signaling pathway, and the inactivated pathways were Integrin signaling, interferon signaling, and cAMP-mediated signaling (Table 2). 

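Lists of interferon response, integrin subunit and vitamin D receptor target genes, drawn up by hand and not those of the paper's pathway program, were tested with camera, limma's test of a list against all other genes, with adjustment over 7 lists. Of 35 interferon response genes past the background filter, 33 had a log2 fold change below 0, 13 were called lower and none higher. The median log2 fold change was -0.67 (camera adjusted p = 2.57e-09), and it was below 0 under every scaling tried. Of 15 integrin subunit genes, ITGB4, ITGA10, ITGA11 and ITGB8 were called lower and ITGB7 higher, with a median of -0.12 (camera adjusted p = 0.0224). The integrin median was above 0 without the background filter (0.25), which adds genes, and under the spike-in scaling (0.12), while camera's direction against the other genes stayed lower in both (adjusted p = 0.0712 and 0.0117). Of 26 vitamin D receptor target genes, 9 were called higher and 3 lower, with a median of 0.63, which 4 genes at their lower bound left unchanged (camera adjusted p = 0.0546). In settings chosen after seeing the data, with an estimated correlation, the interferon genes did not pass under median scaling (adjusted p = 0.241) or spike-in scaling (0.343), and passed under quantile normalization (0.00594) and normexp background correction (0.0292). With the correlation estimated under the 75th percentile scaling, the adjusted p was 0.00754 for the interferon genes, 0.174 for the integrin subunits and 0.170 for the vitamin D receptor targets. With fry, limma's test of a list on its own, it was 1.62e-08, 5.88e-06 and 1.34e-07. All 7 lists passed with fry. Of the 21195 probes tested, 11441 had a limma adjusted p under 0.05, so a pass with fry hardly tells the lists apart. The paper's pathway program was not used here, and no list for cAMP-mediated signaling was tested.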

The functional pathways activated were cell cycle, cell survival, cellular assembly, organization, DNA replication, recombination, and repair as well as those involved in the cellular movement (Table 3). 

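The cell cycle was examined with the genes of the S phase and of the G2/M phase that the R package Seurat lists. Of 52 G2/M phase genes past the background filter, 51 had a log2 fold change above 0, 43 were called higher and none lower, with a median of 1.67 (camera adjusted p = 3.00e-18). Of 41 S phase genes, 39 were above 0, 28 were called higher and none lower, with a median of 1.19, or 1.15 with 1 gene at its lower bound (camera adjusted p = 5.50e-13). Estimated correlations between genes gave an adjusted p of 7.51e-04 for the G2/M and 0.00155 for the S phase genes, and fry gave 2.44e-12 and 1.51e-11. In settings chosen after seeing the data, the estimated correlations gave for both lists 0.0972 under median scaling, 0.343 under spike-in scaling, 2.62e-04 under quantile normalization and 0.00278 with normexp background correction. Under median and spike-in scaling, lists of genes drawn at random had a correlation as high (median 0.323 and 0.671, against 0.0789 under the 75th percentile). With each array left out in turn, the G2/M median lay between 1.63 and 1.71 and the S phase median between 1.14 and 1.29.

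**Figure D2:**
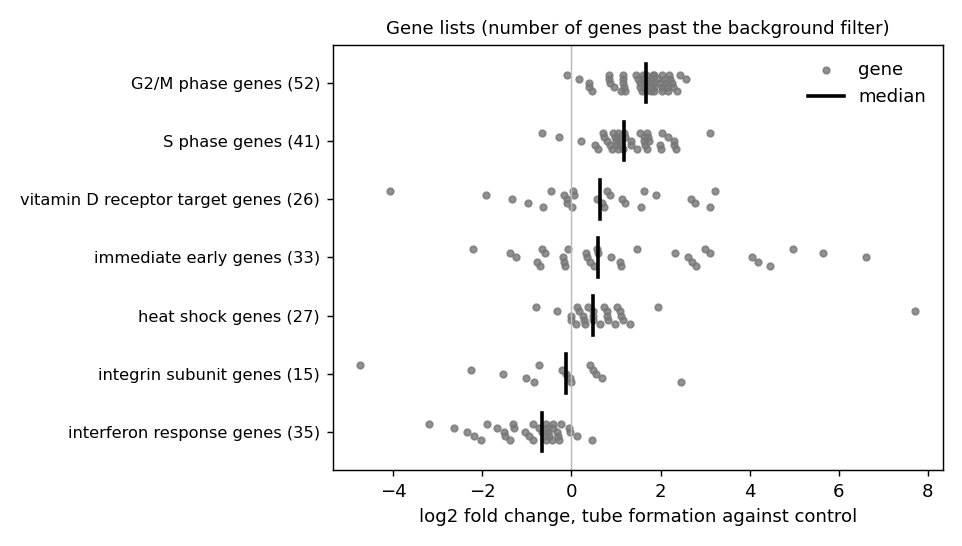
Log2 fold change of each gene of 7 lists after tube formation, with 1 point per gene past the background filter and the median of the list as a bar, where fitted values are drawn also for genes not well above background in 1 group. The medians reach from 1.67 for the 52 G2/M phase genes to -0.67 for the 35 interferon response genes, and the integrin median of -0.12 changes its sign under the spike-in scaling and without the background filter, while camera's direction stays lower.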

The only functional pathway inhibited was the apoptosis pathway (Figure 2).

**TABLE 2:** Canonical pathways altered by capillary tube formation in HBMECs.

**Ingenuity Canonical Pathways**	**−log(*p*-value)**	**Ratio**	***z*-score**
Integrin signaling	1.26	0.164	−2.335
Interferon signaling	1.51	0.25	−2.333
cAMP-mediated signaling	1.05	0.158	−2.121
Cardiac β-adrenergic signaling	1.53	0.185	−2.065
VDR/RXR activation	1.5	0.205	2.449

**TABLE 3:** Functional pathways altered by capillary tube formation.

**Categories**	**Functions**	***p*-value**	**Predicted activation state**	**Activation *z*-score**	**# Molecules**
Cell cycle	Cell cycle progression	1.18E-35	Increased	2.314	350
Cell cycle	Cycling of centrosome	0.00000153	Increased	2.21	29
Cell cycle	Entry into interphase	3.56E-08	Increased	2.872	48
Cell cycle	Entry into S phase	0.00000221	Increased	2.072	41
Cell cycle	Interphase	5.33E-24	Increased	2.407	220
Cell cycle	M phase	1.53E-09	Increased	2.689	74
Cell cycle	S phase	3.6E-13	Increased	2.086	88
Cell death and survival	Apoptosis	0.00000149	Decreased	−2.575	70
Cell death and survival	Cell viability	5.4E-15	Increased	3.105	342
Cell death and survival	Survival	9.22E-17	Increased	3.349	369
Cellular assembly and organization, DNA replication, recombination, and repair	Alignment of chromosomes	2.19E-10	Increased	2.493	18
Cellular assembly and organization, DNA replication, recombination, and repair	Chromosomal congression	5.05E-08	Increased	2.138	10
Cellular assembly and organization, DNA replication, recombination, and repair	Orientation of chromosomes	4.17E-11	Increased	2.493	19
Cellular development, cellular growth and proliferation	Cell proliferation	0.00000441	Increased	2.119	103
Cellular growth and proliferation	Colony formation of cells	7.44E-14	Increased	2.24	151
Cellular growth and proliferation	Proliferation	2.8E-33	Increased	3.01	935
Cellular movement	Cell movement	2.74E-09	Increased	2.112	223
DNA replication, recombination, and repair	DNA replication	0.00000078	Increased	2.709	68
DNA replication, recombination, and repair	Repair of DNA	0.000000147	Increased	3.893	82
DNA replication, recombination, and repair	Synthesis of DNA	2.98E-09	Increased	2.28	114

**FIGURE 2:**
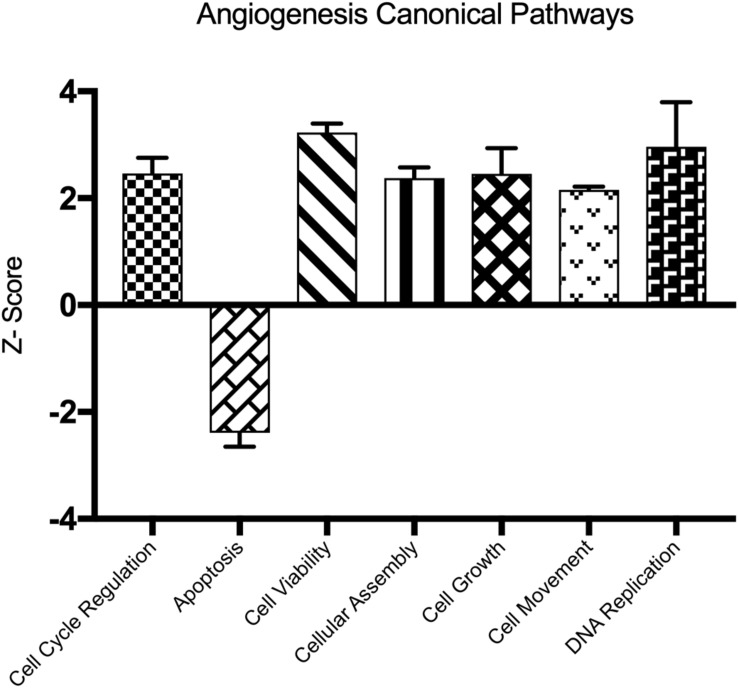
Demonstrates the canonical pathways altered following capillary tube formation identified by Ingenuity Pathway Analysis Software.

### Upstream Regulatory Analysis

Using IPA, we found 44 upstream regulatory molecules to be significantly altered with HBMEC angiogenic transformation. Based on the activation prediction, 29 molecules were activated, and 15 molecules were in inhibition state (Table 4). 

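The expression of these 44 molecules on the arrays was set against the direction of the fold change that Table 4 lists. All 30 molecules listed as higher had a log2 fold change above 0, with a median of 1.53, and 28 of them were called. Of the 14 listed as lower, 11 were below 0, with a median of -1.10, and 8 were called. All 14 were read at their brightest probe, since the lines of Table S2 at hand hold only rises. The total of 36 molecules called in the listed direction was the same when adjusted over the list alone, and the list was chosen on these samples. With normexp background correction, chosen after seeing the data, it was 21. That correction adds an offset of 50 to each signal, which by itself shrinks the fold change of dim probes. BDKRB2 was not well above background on any control array and was at least 6.27-fold higher, and MYCN was not well above background on any tube formation array and was at least 2.43-fold lower. PARP1 and TGM2 are listed as lower and had log2 fold changes of 0.75 and 0.07 at the brightest probe, where that of TGM2 was below 0 under median scaling, under quantile normalization, with normexp and without control replicate 1. On control replicate 1, PARP1 and TGM2 lay apart from the other controls. At another probe of the gene, 7 of the 8 molecules not called were called in the listed direction.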

The top upstream regulators identified were CSF2, FOXM1, DDIT3 VEGF, TP53, BNIP3L, and RB1.

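CSF2 was not well above background on any control array and was at least 7.46-fold higher after tube formation. FOXM1 had a log2 fold change of 2.02 (standard error 0.15, limma adjusted p = 2.22e-07), and VEGFA, well above background on 3 of 6 control arrays, one of 2.10 (standard error 0.18, limma adjusted p = 7.27e-07). With normexp background correction, chosen after seeing the data, VEGFA had 0.86 and was not called. This probe was dim, with a mean intensity of 0.114 in control and 0.495 after tube formation. Normexp added an offset of 50 to each signal, where the 75th percentile of the arrays lay between 90.0 and 221. Such an offset shrinks the fold change of a dim probe by itself, so this setting cannot decide whether the rise holds. Another probe of VEGFA, well above background on 5 of 6 control arrays, had a log2 fold change of 0.90 (limma adjusted p = 0.0112) and was not called. DDIT3 had a log2 fold change of 1.28 (standard error 0.20, limma adjusted p = 1.27e-04), with control replicate 1 apart from the other controls, and of 0.95 under median scaling. RB1 had one of 1.49 (standard error 0.12, limma adjusted p = 3.59e-07). The change was within the spread between replicates for the brightest probe of BNIP3L, with an intensity of 20.8 ± 2.02 (SD, n = 6) in control and 20.3 ± 1.53 (SD, n = 6) after tube formation (limma adjusted p = 0.836), and its direction was higher under the spike-in scaling. Another probe of BNIP3L had a log2 fold change of -0.68 (limma adjusted p = 0.0255).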

**TABLE 4:** Predicted upstream regulators altered with capillary tube formation.

**Upstream regulator**	**Expr. fold change**	**Molecule type**	**Predicted activation state**	**Activation *z*-score**	***p*-value of overlap**
CSF2	9.355	Cytokine	Activated	6.4	3.35E-21
FOXM1	4.077	Transcription regulator	Activated	4.295	3.69E-13
DDIT3	2.445	Transcription regulator	Activated	3.785	0.000704
VEGFA	4.32	Growth factor	Activated	3.27	1.61E-12
ERBB2	2.482	Kinase	Activated	3.05	6.56E-24
BTK	3.33	Kinase	Activated	2.876	0.00162
PARP1	–3.509	Enzyme	Activated	2.786	0.00000626
MITF	–2.132	Transcription regulator	Activated	2.763	1.31E-13
HMGB1	2.045	Transcription regulator	Activated	2.724	0.0667
CREM	2.271	Transcription regulator	Activated	2.624	0.000262
EGR1	8.061	Transcription regulator	Activated	2.577	0.0000507
E2F2	2.911	Transcription regulator	Activated	2.571	8.56E-10
EIF4E	2.695	Translation regulator	Activated	2.549	0.00264
CD24	2.709	Other	Activated	2.495	6.03E-08
SMOC2	2.382	Other	Activated	2.449	0.0000172
MAPK11	–2.625	Kinase	Activated	2.433	0.106
KITLG	4.219	Growth factor	Activated	2.424	0.000654
BMPR2	2.319	Kinase	Activated	2.383	0.00362
IL6	3.91	Cytokine	Activated	2.359	2.55E-12
TRIM24	–2.538	Transcription regulator	Activated	2.267	0.000791
MYCN	–6.897	Transcription regulator	Activated	2.264	0.42
BDKRB2	25.62	G-protein coupled receptor	Activated	2.2	0.0251
IRF6	3.156	Transcription regulator	Activated	2.177	0.0189
MAP2K3	2.89	Kinase	Activated	2.157	0.189
NFATC1	2.523	Transcription regulator	Activated	2.123	0.234
BMP4	–4.854	Growth factor	Activated	2.053	7.04E-08
ATF2	2.195	Transcription regulator	Activated	2.043	0.00977
FLT3LG	–3.04	Cytokine	Activated	2.043	0.44
BMP2	8.23	Growth factor	Activated	2.013	0.0000112
RGS2	3.987	Other	Inhibited	–2.001	0.0444
ATF3	6.606	Transcription regulator	Inhibited	–2.019	0.00277
SMAD1	–3.937	Transcription regulator	Inhibited	–2.02	0.000118
DUSP5	6.956	Phosphatase	Inhibited	–2.121	0.00129
MEF2D	2.209	Transcription regulator	Inhibited	–2.121	0.117
TAZ	–2.123	Enzyme	Inhibited	–2.146	0.00129
ZFP36	2.144	Transcription regulator	Inhibited	–2.598	0.000371
NR4A2	22.09	Ligand-dependent nuclear receptor	Inhibited	–2.619	0.266
RBL1	2.833	Transcription regulator	Inhibited	–2.712	5.89E-08
CTGF	–2.571	Growth factor	Inhibited	–2.763	0.000692
TGM2	–2.004	Enzyme	Inhibited	–3.224	0.0000181
KDM5B	–6.993	Transcription regulator	Inhibited	–3.374	2.21E-08
RB1	2.832	Transcription regulator	Inhibited	–3.759	2.09E-13
BNIP3L	–2.793	Other	Inhibited	–4.26	9.8E-08
TP53	–2.604	Transcription regulator	Inhibited	–4.477	3.4E-40

### CRISPR/Cas9-Mediated Knockdown of Upregulated Genes and Effect on Cell Migration and Angiogenic Transformation

To examine the functional significance of the genes altered as a consequence of capillary tube formation, we generated knockout HBMEC lines of the top 11 genes using CRISPR/Cas9 technology and then conducted tube formation assay on basal matrix extract and cell migration assay (scratch assay). We chose these 11 genes based on their expression changes and correlative methylation alteration. 

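All 11 genes, FOSB, FZD7, HEY2, HSPA6, ID2, NR4A3, PTGS2, SELE, SMAD6, SMAD7 and SMAD9, were called higher after tube formation. They were chosen on these arrays, so this is not independent evidence. HSPA6, on chromosome 1 by the paper's Table S2, was not well above background on any control array and reached an intensity of 6.48 ± 1.00 (SD, n = 6), at least 66.5-fold higher. Likewise without a control array well above background, HEY2 on chromosome 6 was at least 69.5-fold higher and FZD7 on chromosome 2 at least 8.96-fold higher, with FZD7 on control replicate 1 apart from the other controls. FOSB, on chromosome 19, rose from 0.183 ± 0.0776 (SD, n = 6) to 16.4 ± 1.50 (SD, n = 6), a log2 fold change of 6.61 (standard error 0.26, limma adjusted p = 1.28e-09). For SELE, on chromosome 1, the log2 fold change was 5.91 (standard error 0.22), with tube formation replicate 3 apart from its group. It was 5.82 (standard error 0.24) for ID2 on chromosome 2, and 5.65 (standard error 0.18) for PTGS2 on chromosome 1, where control replicate 1 lay apart. NR4A3, on chromosome 9 and well above background on 4 of 6 control arrays, had 4.98 (standard error 0.13). At the probes used here, 4 of the 11 genes were well above background on all 12 arrays, and these 4 were called with such probes alone.

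**Figure D3:**
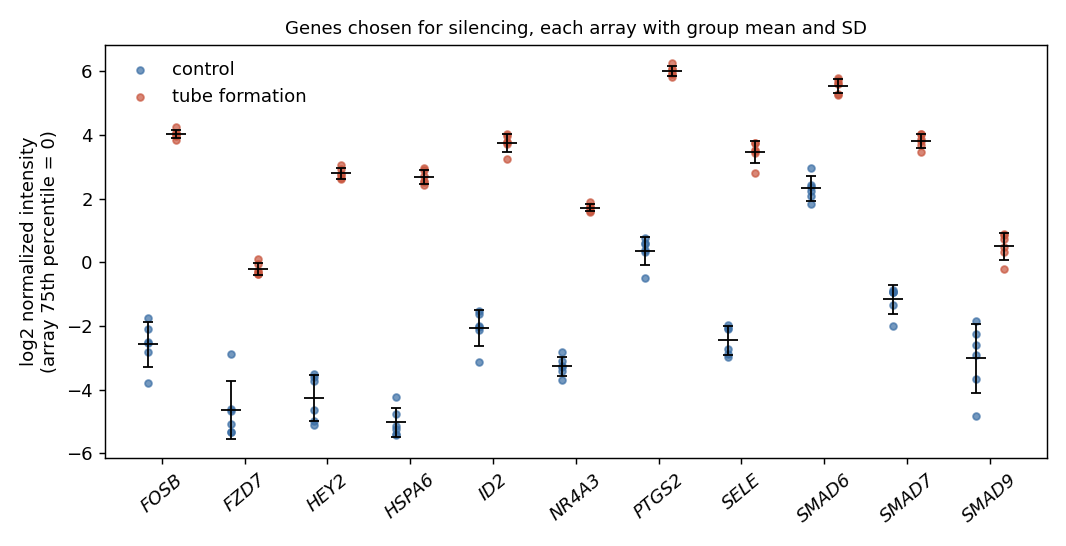
Log2 normalized intensity of the 11 genes on each of the 12 arrays, relative to the array's 75th percentile, with the mean and SD of each group as bars. For each gene the 6 tube formation arrays lie above the 6 control arrays, of which none is well above background for FZD7, HEY2 and HSPA6.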

The knockdown of the genes was confirmed by real-time PCR. Following knockdown using CRISPR/Cas9, ID2 and PTGS2 did not show significant alteration in capillary tube formation (Figure 3A). However, there was a significant reduction in capillary tube formation following knockdown of FOSB, FZD7, HEY2, HSPA6, NR4A3, SELE, SMAD6, SMAD7, and SMAD9 (Figure 3A). Of note, the scratch assay (Figure 3C) demonstrated that only HEY2, SELE, AND SMAD7 significantly reduced cell migration (Figure 3B). Interestingly, despite reduced tube formation, FOSB, FZD7, and HSPA6 significantly increased cell migration (Figure 3B).

**FIGURE 3:**
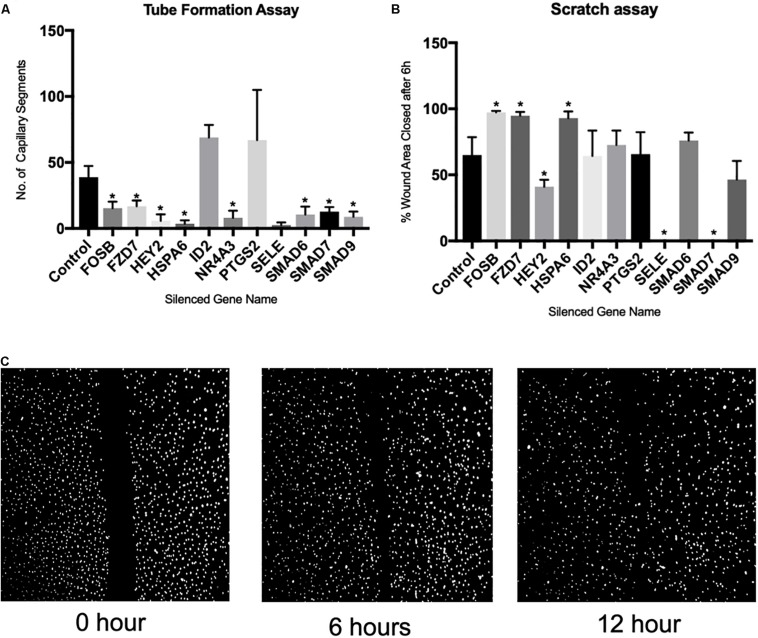
Demonstrates the effect of CRISPR/Cas9-mediated gene silencing on angiogenic process. **(A)** Bar graph showing effect of gene silencing on capillary tube formation, **(B)** bar graph showing effect of gene silencing on cell migration, **(C)** exemplary microscopic images of scratch assay. ^∗^Denotes *p* < 0.05 and *N* = 6 for each assay.

## Discussion

Angiogenesis is one of the most important processes in healing following the stroke, traumatic brain injury, and other insults leading to hypoxia/ischemia region. It is a vital process in various physiological states such as development, organogenesis, placentation, and especially for the optimal reproductive cycle of women. Angiogenesis is also a critical process in various pathological conditions such as organ repair, cutaneous wound healing, cancer, myocardial infarction, and stroke. However, pathways regulating angiogenesis are not well defined. Specially, there are very few studies on human brain microendothelial cells. In the present study, we investigated the gene expression changes in HBMECs. Additionally, DNA methylation is known to play a significant role in angiogenesis. However, the specific genes with altered methylation levels during the angiogenic transformation of endothelial cells are not known. In the present study, we demonstrate that hypomethylation of the promoter region as the major process during angiogenic transformation. This also validates the recent finding that loss of methyl-CpG-binding domain protein 2 enhances endothelial angiogenesis (Rao et al., 2011).

Functional validation of FOSB, FZD7, HSPA6, HEY2, SMAD6, SMAD7, SMAD9, NR4A3, and SELE by CRISPR/Cas9 knockdown demonstrated significant inhibition of capillary tube transformation of HBMEC cells. Of note, most of the genes with significant alterations in expression have changes in DNA methylation levels. Thus, the present study provides a comprehensive list of molecules for further investigations to determine the functional pathways of angiogenesis.

The study provides several novel molecules whose role in angiogenesis have not well studied. For instance, the role of Hairy and Enhancer-of-split-related basic helix-loop-helix (bHLH) transcription factors is not well defined in angiogenesis *per se*. However, expression of HEY family gene is induced by the Notch and c-Jun signal transduction pathways and are known to play an essential role during development (Fischer et al., 2004). We observed several members of this group of transcription factors upregulated with altered promoter methylation following angiogenic transformation.

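Besides HEY2, both other members of the family were called higher. HEY1, on chromosome 8, rose from an intensity of 0.436 ± 0.115 (SD, n = 6) to 20.9 ± 2.21 (SD, n = 6), a log2 fold change of 5.62 (standard error 0.18, limma adjusted p = 1.91e-10). HEYL, on chromosome 1, was not well above background on any control array and reached 1.27 ± 0.132 (SD, n = 6), at least 13.1-fold higher. The methylation of their promoters was not analysed here.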

Similarly, little is known regarding the role of NR4A3 receptors in angiogenesis. However, NR4A1 and 2 are known to be the downstream targets of VEGF, promoting the proliferation of endothelial cells *in vitro* and *in vivo* (Zhao et al., 2011). The present study demonstrates that NR4A3 inhibition significantly inhibited HBMEC angiogenic transformation and may be used to target brain tumors. Downregulation of NR4A3 significantly inhibited HBMEC capillary tube formation.

Similarly, the SMAD pathway is a canonical signaling pathway of the TGF-β family members, which is known to have a significant role in angiogenesis. The SMAD family member proteins SMAD6, SMAD7, SMAD9 (fold upregulated 31.87, 11.54, 9.41, respectively) play a significant role during angiogenic transformation. 

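SMAD7, on chromosome 18, rose from an intensity of 0.462 ± 0.117 (SD, n = 6) in control to 14.2 ± 2.07 (SD, n = 6) after tube formation, a fold change of 31.5 (limma adjusted p = 1.05e-09). SMAD9, on chromosome 13, rose from 0.151 ± 0.0890 (SD, n = 6), with 4 control arrays well above background, to 1.47 ± 0.385 (SD, n = 6), a fold change of 11.5 (limma adjusted p = 1.47e-05). Another probe of SMAD9, well above background on all 12 arrays, had a log2 fold change of 2.68 (limma adjusted p = 1.03e-08), against 3.52 at the first, which fell to 1.70 with normexp background correction, chosen after seeing the data. The offset of that correction by itself shrinks the fold change of dim probes. SMAD6, on chromosome 15, rose from 5.14 ± 1.45 (SD, n = 6) to 47.1 ± 7.15 (SD, n = 6), a fold change of 9.34 (limma adjusted p = 1.47e-08). The paper's Table S2 gives 9.409 for SMAD6, 31.72 for SMAD7 and 11.54 for SMAD9, unlike the paper's text. Of the other members, SMAD1 was called lower, with a log2 fold change of -2.02 (limma adjusted p = 3.88e-07). SMAD2, SMAD3, SMAD4 and SMAD5 were not called, with log2 fold changes of 0.24, -0.32, 0.10 and 0.07, and those of SMAD2, SMAD4 and SMAD5 were below 0 under median scaling, and that of SMAD5 with normexp too. SMAD3 on control replicate 1 lay apart from the other controls.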

SMADs are intracellular proteins and transcription factors that transfer extracellular signals from growth factor ligands to the nucleus to activate downstream gene transcription (Heldin et al., 1997; Attisano and Wrana, 2002). Moreover, knockdown of SMAD6, 7, and 9 by CRISPR/Cas9 leads to significant inhibition of angiogenic transformation of HBMEC cells. Similarly, a recent report demonstrated that SMAD knockdown leads to inhibition of angiogenesis on collagen gel model (Lin et al., 2016).

On examining gene knockdown studies in mice, Hey1 and Hey2 combined gene knockdown is embryonic lethal with a global lack of vascular development (Fischer et al., 2004). Similarly, a recent study demonstrated that endothelial cell deletion of FZD7 delayed retinal plexus formation and postnatal angiogenesis (Peghaire et al., 2016). Both of these genes belong to the Notch signaling pathway.

## Conclusion

Angiogenic transformation altered the expression of hundreds of genes which may be regulated by underlying epigenetic changes such as DNA methylation. The present study provides a number of genes with altered methylation in various parts of the genes in brain endothelial cells. The functional, canonical, and upstream pathways identified by the present studies requires further investigation, however.

## Data Availability Statement

The datasets generated for this study can be found in the Gene Expression Omnibus (GEO) Database Accession No. GSE140880.

## Author Contributions

The study was designed by RG. Data collection and analysis were conducted by DG. RG and DG wrote the manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

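Gene expression was measured in 6 control cultures of HBMECs and 6 cultures 24 h after plating on basal matrix extract, with 1 one-colour Agilent array per culture. The authors deposited scanner files of Feature Extraction 11.5.1.1, in which the intensity of each spot was corrected for background by that software and not normalized between arrays. The authors also deposited a table of processed values, which are the linear ratio of each probe's signal to the array's 75th percentile, found by setting its columns against the scanner values of the same arrays. DNA methylation, real-time PCR, gene silencing and tube formation assays were not analysed here.

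From the scanner files, control spots and spots marked as outliers were left out, and the 58717 remaining spots per array were averaged to 50599 probes. The log2 intensity minus the log2 of the array's 75th percentile was the value tested. A probe was kept where it was well above background on 4 or more arrays of at least 1 group, which left 21195 probes. The test was limma 3.58.1 (lmFit and eBayes) in R 4.3.3, with tube formation against control as the only term. A probe was called at a log2 fold change of at least 1 in size and a Benjamini-Hochberg adjusted p under 0.05 over all probes tested. No spot was saturated. Where no array of a group was well above background, the fold change is given as a lower bound. It sets the mean of the brighter group against the mean of, per array of the dimmer group, the higher of the lowest signal among probes well above background and the probe's own.

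Probes were named through their RefSeq accessions with a gene table of the assembly GRCh38.p14, which held 24546 of the 25219 mRNA accession probes. No coordinates are given, since the files use another build. Accessions of mRNAs stood for protein-coding genes, and RefSeq non-coding and lincRNA accessions for 1490 non-coding genes. A gene was represented by its brightest probe. The genes named are those the paper names for their expression in HBMECs or lists in Table 4, its 11 silenced genes, the HEY, NR4A and SMAD families, and the 5 largest rises and 5 largest falls among called genes well above background on all 12 arrays without overlap between the groups. For named genes and the paper's tables, the probe of Table S2 was used where its line was at hand. Those lines hold only rises, so the genes that the paper's tables list as lower were read at their brightest probe. Of Table S2, 585 lines were at hand and 2230 were not, and all 585 were called higher, with a median difference of -0.01 from the paper's log2 fold change and a largest difference of 0.27.

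The lists of S phase, G2/M phase, interferon response, integrin subunit, vitamin D receptor target, heat shock and immediate early genes were tested with camera at a correlation of 0.01 between genes, with fry and with an estimated correlation. The cell cycle lists came from Seurat 5.3.0 and the other 5 were drawn up by hand. Medians of lists are over all list genes past the background filter, a rule chosen after values were seen, while the tests need a value on every array. Over the genes tested, the median was 0.64 for 25 heat shock genes, against 0.49 for 27, and -0.16 for 14 integrin subunit genes, against -0.12 for 15. The genes of the lists, the samples, the test between the groups, the rule for named genes and most alternatives were set before the data were examined. Chosen after seeing the data were tests of control replicate 1, of the slide, of other probes of a gene and of lists drawn at random, and 8 alternatives. These are normexp background correction (offset 50) on the median signal of each spot, scaling to 7 spike-in controls, the call by any probe together with the methods' t-test, and the estimated correlation between genes under median scaling, spike-in scaling or quantile normalization, with normexp, or without control replicate 1. The alternatives set beforehand were quantile normalization, scaling to the median, the processed values of the authors, no background filter, probes well above background on all 12 arrays, the replicate number as a block, the methods' t-test with and without adjustment, no fold threshold, 2 other ways from probes to genes, fry and the estimated correlation for the lists, and each array left out in turn.

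The fit was tested on simulated data for tube formation against control with 20859 probes. The simulated changes lay well beyond the fold threshold and touched few probes. The noise was drawn independently for each array, without an outlying array or variation shared between probes. The recovery therefore says nothing about changes near the threshold or about such variation. With limma, 193 of 200 changed probes were recovered (96.5%) with 1 false call. The methods' t-test recovered 200 with 51 false calls before adjustment and 182 with 1 after it. The 6 control arrays lay on 1 slide and the 6 tube formation arrays on another, so no fit with the slide as a term could be had. The number of arrays limits the precision, and the signal over background limits what dim probes can show.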

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

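The tests on control replicate 1 were chosen only after the result was seen, as was the spike-in scaling.

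Control replicate 1 lay far from the other controls. Its mean correlation with them was 0.954, where that of every other array with its own group was 0.973 or more, and its second principal component was 91.2. Of 12 groups of array measures tested for a single array apart, 2 had one, both this array. The log2 spike-in signal relative to the 75th percentile was not among these measures. It was 4.27 on this array, against 3.22 to 3.55 on the other controls, and no explanation of that was tested. Of 135 groups of values of named genes, 22 had one, 17 of them in control replicate 1, while chance gives about 1 in 20. In that array the normalized log2 intensity was highest of the controls for FZD7 (-2.88), SMAD3 (6.11), PARP1 (2.57), CREM (2.57), EGR1 (-0.32), E2F2 (-0.55), MAPK11 (4.38), TRIM24 (5.22), MEF2D (3.18), ITGB4 (4.86) and FBXO2 (3.07). It was lowest for PTGS2 (-0.50), DDIT3 (-0.046), BMPR2 (-0.52), ATF2 (-1.05), CTGF (5.25) and TGM2 (4.65).

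A distortion of brightness that keeps the order of the probes is argued against by the mean rank correlation of this array with the other controls, 0.951, where the lowest among the others was 0.984. A tube formation array under a control label is argued against by its mean correlation with the tube formation arrays, 0.903, below that with the controls, 0.954. An effect on single probes, as RNA quality or labelling might give, stays open. Over 3003 genes with more than 1 probe, the deviations of this array correlated between 2 probes of a gene at 0.214, while the tube formation change at the same probes correlated at 0.659. That correlation was between 0.0578 and 0.206 in the other controls, so it does not set this array apart, but the SD of its deviations was 0.81 on the log2 scale against 0.26 to 0.43 in the others. The design gives no biological difference between control cultures, and no biological explanation was tested. Without this array, 1073 genes were higher and 928 lower.

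In other arrays, a value apart from its group was found for SELE (2.82, lowest in tube formation replicate 3), NR4A1 (-3.38, highest in tube formation replicate 4, where no array was well above background), CREM (2.72, highest in tube formation replicate 2), SMOC2 (-3.12, lowest in tube formation replicate 5) and FLT3LG (0.48, lowest in control replicate 4). These are 5 of the 135 groups, a number that chance alone can give, and no explanation was tested.

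The paper reports protein-coding genes, and the arrays also hold probes of non-coding genes. Of 1490 tested, 106 were called higher and 231 lower, so 68.5% of the calls were lower, against 48.3% for protein-coding genes. Dimmer probes are argued against as the whole cause: called protein-coding genes matched in brightness were lower in 54.2% on average, and in 62.6% at most over 1000 draws. The scaling of the arrays may explain why lower calls outnumber higher ones. Under the scaling to spike-ins, whose signal relative to the 75th percentile overlapped between the groups, the share was 48.9%. It was above that of protein-coding genes under each scaling tried, with 48.9% against 26.3% for spike-in controls, 72.4% against 54.0% for quantile normalization, 88.3% against 75.0% for the median and 77.5% against 53.9% for normexp. Slide and group cannot be told apart here, and a biological difference stays open, as untested.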

How the results depend on the processing

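The normexp background correction, the spike-in scaling, the call by any probe together with the methods' t-test, the estimated correlation combined with another setting and the lists drawn at random were chosen only after the result was seen.

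The separation of the arrays by group had the same exact p under every alternative, with a ratio from 1.75 to 4.37. The G2/M phase, S phase and interferon response lists kept their direction under every alternative run, and their side of the threshold under each with camera's preset correlation and with fry. With an estimated correlation they passed under the 75th percentile scaling, also without control replicate 1 (adjusted p from 0.0121 to 0.0124), under quantile normalization (2.62e-04 for G2/M and S phase, 0.00594 for interferon response) and with normexp (0.00278 and 0.0292), but not under 2 other scalings. Under median scaling the medians were 1.35 for G2/M phase and 0.86 for S phase (adjusted p = 0.0972 for each) and -0.99 for interferon response (adjusted p = 0.241). Under the spike-in scaling they were 1.91, 1.42 and -0.43 (adjusted p = 0.343 for each). In these 2 settings the heat shock list (medians 0.17 and 0.87) and the immediate early list (0.28 and 0.84) did not pass either. The estimated correlation was 0.283 to 0.449 over the 7 lists under median scaling and 0.624 to 0.719 under the spike-in scaling, against 0.0204 to 0.146 under the 75th percentile. It was as high in 100 lists of 33 genes drawn at random (medians 0.323, 0.671 and 0.0789), so these scalings leave a variation between arrays that genes share in general, and the loss follows from that correlation and is not particular to these lists. Over the alternatives with the preset correlation, the adjusted p lay between 6.97e-27 and 1.79e-16 for G2/M phase, between 4.73e-18 and 1.77e-11 for S phase and between 3.62e-13 and 2.09e-07 for interferon response. The 11 silenced genes were called under each alternative except with probes well above background on all 12 arrays, where 4 were called, the others being left out at the probes used.

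Against 1109 protein-coding genes higher and 1035 lower, normexp gave 461 and 540, and no fold threshold 3877 and 2962. Normexp adds an offset of 50 to each signal, which by itself shrinks the fold change of dim probes. How many calls were lost through the offset was not tested. Median scaling gave 606 and 1815 (25.0% higher, against 51.7%), and the spike-in scaling 1826 and 653 (73.7% higher). The median of an array is set at a dim signal, since at most 22763 of its 50599 probes were well above background. The log2 spike-in signal relative to the 75th percentile overlapped between the groups, with 3.22 to 4.27 in control. It was 3.79 and 3.84 on tube formation replicates 1 and 2, and 2.88 to 3.09 on the other tube formation arrays. No background filter gave 1815 higher and 1061 lower, 63.1% higher, and with probes well above background on all 12 arrays, where fewer probes were tested, 646 were lower. The median log2 fold change of all protein-coding genes was 0.08, and it was -0.24 under median scaling, 0.32 under the spike-in scaling, so these scalings move the zero from which a change is read. It was 0.31 without the background filter, which adds genes and leaves the fold change of each named gene as it was. Of the 1109 genes, 606 were shared with median scaling and 1108 with the spike-in scaling.

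Against 337 non-coding genes called, normexp gave 71, no background filter 1070, no fold threshold 739 and probes on all 12 arrays 151. Of the genes that Table S3 lists as lower, 7 were called with probes on all 12 arrays, against 11. Of those that Table S6 lists as higher, 188 were called with normexp and 282 with median scaling, against 444. Of those it lists as lower, 6 were called with normexp, 5 with probes on all 12 arrays and 8 with the spike-in scaling, against 16. Of the molecules of Table 4, 21 were called in the listed direction with normexp, against 36. Some alternatives test fewer probes, and the offset of normexp by itself shrinks the fold change of dim probes. Apart from these, the cause was not tested.

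The heat shock list, with a median of 0.49, did not pass with an estimated correlation (adjusted p = 0.0758), but passed when that was combined with quantile normalization (0.00594), normexp (0.0398) or leaving out control replicate 1 (0.0186), while with the preset correlation the adjusted p lay between 2.68e-04 and 0.00524. The immediate early list had a median of 0.36 and did not pass with probes on all 12 arrays (adjusted p = 0.302, the highest over the alternatives, where the lowest was 9.95e-06 under median scaling). With an estimated correlation and without control replicate 1 its median was 0.68 and it did not pass (adjusted p = 0.0573), while with that correlation it passed under quantile normalization (0.0100) and with normexp (0.0398). The integrin median of -0.12 was 0.25 without the background filter and 0.12 under the spike-in scaling, while camera's direction against the other genes stayed lower in both. At -0.45 under median scaling (adjusted p = 0.0520) and at -0.12 with an estimated correlation (adjusted p = 0.174) it did not pass, nor with that correlation at -0.17 under quantile normalization, -0.11 with normexp and -0.078 without control replicate 1. With the preset correlation the adjusted p lay between 0.00126 and 0.0712. The vitamin D receptor targets, with a median of 0.63 and an adjusted p of 0.0546, passed with normexp (0.39), median scaling (0.31) and fry (0.63). They also passed without control replicate 2, 3, 4 or 6 and without tube formation replicate 2 or 4. Without control replicate 2, 3, 4 or 6 the list held 25 genes and not 26. HES1 (log2 fold change -1.91, well above background on 4 control arrays) then failed the background filter, so these passes also reflect the loss of a falling gene. The medians lay from 0.59 to 0.69 over all arrays left out. With the preset correlation the adjusted p lay between 0.00764 under median scaling and 0.179 without the background filter. Beyond the gene that left the list, the cause was not tested.

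Of 67 named genes with a value, none of those called changed direction. TGM2, BNIP3L, SMAD2, SMAD4 and SMAD5, which were not called, changed theirs under at least 1 scaling. Fewer calls were made with normexp (15 genes lost), median scaling (8), quantile normalization (2) and the spike-in scaling (2). Without control replicate 1, MITF, BMPR2 and ATF2 were no longer called, with log2 fold changes of -0.82, 0.91 and 0.93. HMGB1 was not called without control replicate 3 or 4 or without tube formation replicate 3 or 5, with values from 0.96 to 1.00. With each array left out in turn, the genes higher numbered 1054 to 1190 and the genes lower 928 to 1087.

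The replicate numbers do not pair the samples: the deviations of arrays with the same number correlated at -0.04, -0.09, 0.14, 0.07, 0.09 and 0.01. With the replicate number as a block, 1110 genes were higher and 1036 lower, and 1107 and 1031 of them were shared with the fit without it. The slide as a block was not run, since each slide held 1 group. Normexp on the mean signal could not be run as written, since the files give the median signal, which was used. Signal over background limits dim genes: 45 of the genes called higher were not well above background on any control array, and 139 of those called lower on any tube formation array.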

Differences from the paper's values

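The probe-by-probe comparisons for the genes of Table 4, the call by any probe together with the methods' t-test and the normexp correction were chosen only after the result was seen.

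The paper gives 19 genes lower in both studies, where 11 of these 19 were called lower here. Of the alternatives set before the data were examined, no fold threshold (13) and the call by any probe (15) came within 1.5 times of the paper's number, and the others did not. The call by any probe together with the methods' t-test, chosen after seeing the values, also gave 15. Quantile normalization, median scaling, the mean of a gene's probes and leaving out control replicate 2, 4 or 5 or tube formation replicate 6 each called 12. Of the genes not called, PLAU and DST passed without a fold threshold, and PLAU, CFLAR, THBS1 and PARP1 at another probe. Of the 39 listed as higher, 5 were not called. TRAF3IP2 was called at another probe, SUSD4 without the background filter, and TRAF3IP2, GBP6 and SRGN without a fold threshold. The processed values of the authors called 36 of the 39, and the spike-in scaling, chosen after seeing the values, 37.

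The paper gives 31 genes lower with hypermethylation, where 16 of the 28 of them at hand were called lower. Of the alternatives set before the data were examined, no fold threshold (21) and the call by any probe (22) came within 1.5 times of the paper's number, and the others did not. The call by any probe together with the methods' t-test, chosen after seeing the values, gave 22. Median scaling called 19. Only 22 of the 28 had a value in the main fit, so part of the shortfall against the paper's number is genes missing here. Of the 507 genes at hand that Table S6 lists as higher, 444 were called, and no fold threshold called 481, the call by any probe 474 and the processed values of the authors 447, while the spike-in scaling, chosen after seeing the values, called 464.

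The paper's text gives SMAD6 a fold change of 31.87, where the value here was 9.34, and no alternative set before the data were examined came within 1.5 times of the paper's value. For SMAD7 the paper's text gives 11.54 and the value here was 31.5; none of the alternatives set before the data were examined came that near, while normexp, chosen after seeing the values, gave 15.0. The paper's own Table S2 gives 9.409 for SMAD6, 31.72 for SMAD7, 11.54 for SMAD9 and 31.87 for NR4A3. The text's 31.87 for SMAD6 is thus Table S2's value for NR4A3, and its 11.54 for SMAD7 that for SMAD9. Its 9.41 for SMAD9 is Table S2's value for SMAD6. The nearness of the normexp value for SMAD7 to 11.54 therefore does not account for the difference. By fold change, the paper's text puts SMAD6 above SMAD7, where here SMAD7 was above SMAD6.

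For the molecules of Table 4 given here, the fold change at the brightest probe differed from the paper's. As the ratio of control to tube formation, the paper's value is 3.509 for PARP1, against 0.595 here, 2.625 for MAPK11, against 1.56, 2.004 for TGM2, against 0.956, 6.993 for KDM5B, against 1.42, and 2.793 for BNIP3L, against 1.02. As the ratio of tube formation to control, the paper's value is 2.271 for CREM, against 1.35 here, and 2.209 for MEF2D, against 1.32. None of the alternatives set before the data were examined that give these genes a fold change came within the spread of the paper's value for these molecules, nor did normexp and the spike-in scaling, chosen after seeing the values. Another probe, chosen after seeing the values, gave a fold of 3.53 for PARP1, 2.65 for MAPK11 and 2.02 for TGM2, all lower, and of 2.25 for CREM and 2.19 for MEF2D, both higher, and these probes were called. For KDM5B another probe was not well above background on any tube formation array, at least 3.58-fold lower and called. For BNIP3L another probe gave a log2 fold change of -0.68 and was not called. The call by any probe, an alternative set before the data were examined, called 43 of the 44 molecules in the listed direction, and no fold threshold called 40, with CREM, MAPK11, MEF2D and KDM5B added.

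The paper gives more genes lower than higher, where 1109 were higher and 1035 lower here. Lower calls outnumbered higher ones under median scaling, quantile normalization, the call by any probe and the mean of a gene's probes, and under normexp and the call by any probe together with the methods' t-test, which were chosen after seeing the values.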

Other observations

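The tests of the slide, the splits without the silenced genes and the combinations of an estimated correlation with another setting were chosen only after the result was seen.

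Other splits of the 12 arrays into 6 and 6 were fitted to ask whether chance could give the results. Among 100 splits, the real one included, 1 gave as many protein-coding genes higher, 1 as many lower and 1 as many non-coding calls, each time the real split. The highest numbers from the other splits were 329, 151 and 54. The same held, with 1 of 100, for the medians of the G2/M phase, S phase, interferon response, immediate early, heat shock and vitamin D receptor target lists. Chance is argued against for these, where 1 of 100 is the smallest share that 100 splits allow. In size, the real median was close to the highest of the other splits for immediate early (0.60 against 0.59), heat shock (0.49 against 0.46) and interferon response genes (0.67 against 0.62). The gap was wider for G2/M phase (1.67 against 1.15), S phase (1.19 against 0.84) and vitamin D receptor target genes (0.63 against 0.48). Without the silenced genes that 2 of these lists hold, the median was 0.53 for immediate early and 0.49 for heat shock genes, again as large in 1 of 100. The genes of Table S3 and of Table S6 in either direction, the molecules of Table 4 and the 11 silenced genes also gave 1 of 100, but they were chosen by their change between these same groups, so for them the splits say nothing about chance. For the integrin subunit list, 24 of 100 splits gave a median as large, and chance cannot be excluded.

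The arrays lay on 2 slides, each of which held 1 group. An effect of the slide on single probes is argued against as the whole cause of the calls by the correlation of the change between 2 probes of a gene, 0.659, where the deviations of a control array correlated at 0.214 at most. An effect of slide, labelling or hybridization that the probes of a gene share cannot be told apart from the biological difference, since no slide held arrays of both groups.

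HSPA6 was among the genes with the largest rise, and a general heat shock response is a hypothesis for it. The list was drawn up before the data were examined and holds 1 of the 11 silenced genes, HSPA6. Of 27 heat shock genes past the background filter, 25 had a log2 fold change above 0, FKBP4 and SERPINH1 by less than 0.01, and 7 were called higher, with none called lower. The median was 0.49 and the mean 0.82 (camera adjusted p = 8.16e-04, fry adjusted p = 3.61e-08). Without HSPA6 the median over 26 genes was 0.49, with 24 above 0. The list as a whole was higher at the preset correlation, as the hypothesis needs, but with an estimated correlation between genes it did not pass (adjusted p = 0.0758), while it passed with that correlation under quantile normalization (0.00594), with normexp (0.0398) and without control replicate 1 (0.0186). Under median scaling 17 of the 27 were above 0, with a median of 0.17, and 1 was called lower. Of the other called genes, BAG3 had the largest rise (log2 fold change 1.95, limma adjusted p = 3.92e-06), and HSPB1 was not called (-0.32). BAG3 and HSPB1 were singled out after their values were seen. A response to handling and one to tube formation were not told apart, since the arrays hold 1 time point.

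Of 33 immediate early genes past the background filter, 22 had a log2 fold change above 0, 15 were called higher and 3 lower, with a median of 0.60 (camera adjusted p = 0.00148, with an estimated correlation 0.0265, and 0.0573 without control replicate 1, fry 1.90e-11). The list holds 3 of the 11 silenced genes, FOSB, NR4A3 and PTGS2. The genes called lower were KLF2 (log2 fold change -1.24), CTGF (-1.37) and CYR61 (-2.21), named after their values were seen.

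In the NR4A family, NR4A2 was well above background on 2 of 6 control arrays and rose from an intensity of 0.100 ± 0.0188 (SD, n = 6) to 2.17 ± 0.243 (SD, n = 6), a log2 fold change of 4.45 (limma adjusted p = 1.91e-10). NR4A1 was not well above background on any of the 12 arrays, so no fold change is given.

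Among non-coding genes, the probe of 18S ribosomal RNA had an intensity of 98.9 ± 34.1 (SD, n = 6) in control and 10.1 ± 5.76 (SD, n = 6) after tube formation, a log2 fold change of -3.43 (limma adjusted p = 4.49e-06). The paper normalized its real-time PCR to 18S RNA. This probe was named after its values were seen, the level of ribosomal RNA itself was not measured here, and no explanation was tested. Among non-coding genes well above background on all 12 arrays without overlap between the groups, UNC5B-AS1 had the largest rise, with a log2 fold change of 3.11 (limma adjusted p = 3.02e-09), and it too was named after its values were seen.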
